A study of Drosophila melanogaster with 5 samples. Its data were reported in "miR-9a mediates the role of Lethal giant larvae as an epithelial growth inhibitor in Drosophila" (2017).

How the data were processed

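mRNA was measured on Affymetrix Drosophila 2.0 arrays in cephalic complexes, the larval brain lobes with the attached eye-antennal imaginal discs. Per the labels, each array held RNA of 20 pairs of complexes from 3rd instar larvae, while the study's methods give 20 complexes, and this was not resolved here. There were 2 arrays of FRT82B larvae at day 0 and 3 arrays of larvae that carried a pair of different null alleles of lethal giant larvae (lgl, symbol l(2)gl) at day 4. The submitters state that a further FRT82B array was set aside for its quality. It was not analysed here. The arrays were assigned to groups by their titles alone, which call them biological replicates. The control genotype is given as FRT82B here, as on the labels, although the study's text gives another name for its control larvae. Genotype and age differ together between the groups, so every comparison below is of both at once.

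The authors corrected the background and normalised the arrays with RMA (robust multi-array average), and deposited log2 expression values, 1 per probe set and array. Versions of their software were not given in the sources used here. RMA forces the arrays to nearly the same distribution, so that a change shared by most transcripts would not be seen, and it compresses changes that start or end near the background of a probe set. The values were not centred by gene. Median log2 values over probe sets were 3.86 and 3.84 on FRT82B arrays 1 and 2 and 3.80, 3.79 and 3.82 on lgl arrays 1, 2 and 3. Every difference is given as lgl day 4 minus FRT82B day 0. For arrays, the number of arrays limits the precision.

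The 183 control probe sets were left out of all tests, which left 18769 probe sets. Genes were named from the annotation of the array's probe sets, updated through gene identifiers and a table of current symbols, without coordinates. Of the tested probe sets, 13647 had 1 gene symbol, 402 had several and 4720 were unnamed here, and no gene was named from a probe set with several. 13544 of the probe sets with 1 symbol were matched to a current gene. Where a gene had several probe sets, gene lists used the one with the highest mean over all 5 arrays, which gave 11982 genes.

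The groups were compared with a linear model and moderated statistics (limma 3.58.1, functions lmFit and eBayes, in R 4.3.3) and Benjamini-Hochberg adjustment over all tested probe sets, after the study's methods. A probe set was called changed at an adjusted p under 0.05 and an absolute log2 change of at least 1. Gene lists with at least 5 measured members were tested with camera of the same package, which asks whether the genes of a list rank higher or lower than the other genes, with its preset correlation between genes of 0.01. Camera with a correlation estimated from the data and fry, which asks whether the genes of a list move on balance in 1 direction, were run beside it. With an estimated correlation, camera also takes its degrees of freedom from the number of arrays, which is small here. The adjustment was over 33 lists.

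Groups, tests, gene lists, alternatives and the rule for the genes named were fixed before the data were examined, but after the study's own table of changed mRNAs had been read, so that the choice of lists was not blind to it. Current names of 4 list members were added by hand once the annotation was seen. Genes were named by 4 parts of 1 rule. These were l(2)gl, then the 10 genes with the highest and the 10 with the lowest log2 change among called probe sets with 1 symbol whose arrays did not overlap between groups, then genes that the study's text names for these arrays, and last, for each list, up to 4 called members with the largest change, or up to 2 members given as values where fewer than 2 were called. Some members of the lists had no probe set named here and are not reported.

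The alternatives were quantile normalisation of the deposited values again, centring of each array on its median, only probe sets brighter than the median, an intensity trend with a robust prior, array weights, the replicate number as a block, leaving out each array in turn, other fold cut-offs, and other ways to choose the probe set or the test for a list. With 1 FRT82B array left, that array is assumed to vary like the lgl arrays.

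The procedure was tested on simulated data for the 18769 probe sets. Spreads were drawn from limma's prior (1.54 degrees of freedom, SD 0.10), with 1 ratio of FRT82B to lgl spread for all probe sets (2.08), estimated from the arrays. Of 50 probe sets changed by 1 on the log2 scale 20% were recovered, and 80%, 88% and 90% at 1.5, 2 and 3, with 6 false calls. A planted change of 1 lies on the fold cut-off, so that the cut-off itself removes many of these. With 1 lgl array left out, 84% were recovered at a log2 change of 3. With 1 FRT82B array left out there were 71 false calls, since the FRT82B arrays differ more than the lgl arrays. A list shifted by -0.5 was found in 20 of 20 simulations on 11982 genes. These drew each gene independently and with equal spread in both groups. They therefore cannot tell how the test of lists behaves where genes are correlated.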

Results

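Transcript levels were compared between cephalic complexes of lgl null larvae, 4 days into a prolonged 3rd instar, and of FRT82B control larvae at day 0. lgl encodes a cytoskeletal protein that acts in apico-basal polarity, and its loss turns larval brain and imaginal disc tissue into overgrowing tumours. There were 3 lgl arrays and 2 FRT82B arrays, each of RNA pooled from several complexes. The lgl arrays lay close together, with correlations across probe sets from 0.995 to 0.997, while the FRT82B arrays correlated at 0.981. FRT82B array 2 was nearer to the lgl arrays (0.982 to 0.984) than FRT82B array 1 was (0.970 to 0.972). Between the FRT82B arrays 994 probe sets differed by at least 1 on the log2 scale, against 84 to 110 between pairs of lgl arrays. A sign of RNA quality moved with the groups: the 3′ minus 5′ difference of control probe sets was lower on every lgl array than on every FRT82B array for actin (0.35 to 0.58 against 0.71 and 0.73) and for eIF-4a (1.41 to 1.66 against 1.68 and 2.01), while the groups overlapped for GAPDH and 18S rRNA. Values below are log2 expression, as mean ± SD over 2 FRT82B or 3 lgl arrays, and log2 changes with their standard error (SE).

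The transcript of l(2)gl, the mutated gene, was nearly lost from the mutant tissue. Its probe set read 7.74 and 6.74 on the FRT82B arrays and 2.44, 2.40 and 2.24 on the lgl arrays. The log2 change was -4.88 (SE 0.31, limma adjusted p = 0.0209), or 29.4 times lower. The lowest values of any probe set on the lgl arrays were 1.98 to 2.09, so that this fold may understate the fall. Whether this probe set lies in the part that the alleles remove was not analysed here. The call was lost when any 1 lgl array was left out (adjusted p from 0.150 to 0.157), while the log2 change stayed between -5.38 and -4.38 whichever array was left out.

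Of 18769 probe sets, 197 were called changed, 102 higher and 95 lower in lgl tissue, and 168 genes were named among them. The largest rise was that of Cpr64Aa, a cuticle protein gene, from 4.06 ± 0.80 to 10.31 ± 0.40, a log2 change of 6.26 (SE 0.42, adjusted p = 0.0214). It was followed by kek5, a transmembrane protein with leucine-rich repeats (3.96, SE 0.22), by Spn47C, of the serpin family (3.79, SE 0.28), and by Actbeta, an Activin-type TGF-beta ligand (3.77, SE 0.09, adjusted p = 0.00566). Culd (3.29), Tdc1, a tyrosine decarboxylase (3.20), CG6739 (3.03), Fbxl4 (2.98), CG40485 (2.95) and pot, an apical extracellular matrix protein (2.89), completed the 10 largest rises among called probe sets with 1 gene symbol. The 24 called probe sets without a single symbol were not ranked. PGRP-SA, which the study's table lists as raised, had no probe set named here and is missing from this ranking. The deepest fall was that of spok, an enzyme of ecdysteroid synthesis in the prothoracic gland, from 9.04 ± 0.32 to 3.04 ± 0.55, a log2 change of -5.997 (SE 0.37, adjusted p = 0.0209) or 63.9 times lower. Its lgl values lay under the median of each array, so that this fold may understate the fall. Among called probe sets with 1 symbol, l(2)gl was followed by the insulin-like peptide gene Ilp5 (-3.16, SE 0.36), Nplp4 (-3.13, SE 0.24), CG15353 (-2.96), CG4408 (-2.68), fmt (-2.62), the diuretic hormone gene Dh44 (-2.58), Paip2 (-2.54) and CG14566 (-2.49). The gene hth, which the study's table lists among its deeper falls, was not named from that probe set here and is missing from these falls. A further probe set of kek5 stayed between 3.52 and 3.80 on all 5 arrays.

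**Figure D1:**
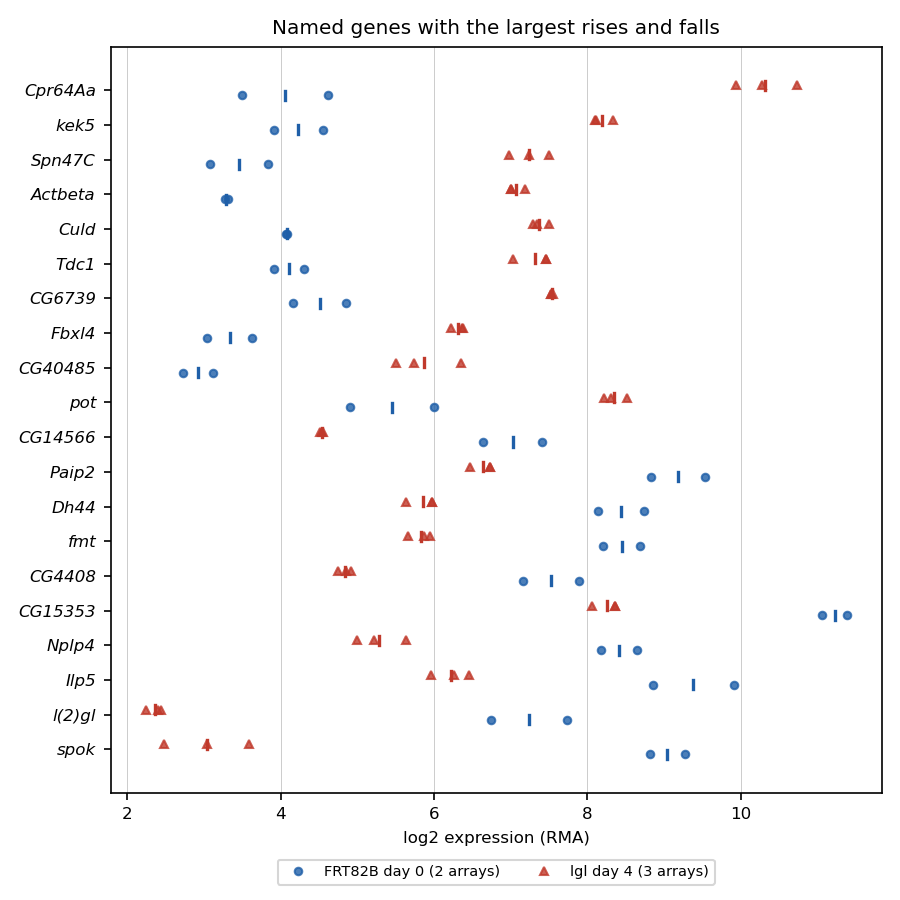
Log2 expression (RMA, horizontal axis) of the genes with the 10 largest rises and the 10 largest falls among called probe sets with 1 gene symbol. Each point is 1 array, with FRT82B day 0 as blue circles (2 arrays), lgl day 4 as red triangles (3 arrays) and group means as vertical bars. For every gene shown the arrays of the groups do not overlap, as for spok, at 8.81 and 9.27 in FRT82B and at 2.49 to 3.59 in lgl.

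These calls depended on the fit and on single arrays. With all arrays kept, limma called 276 probe sets with quantile normalisation again and 260 with median centring. It called 219 with an intensity trend and a robust prior. These held 192, 193 and 189 of the 197 called probe sets. With array weights, however, limma called 12. With treat against a log2 change of 1, limma called 3, but treat asks for a change beyond 1, which is a stricter question. It called 0 with the replicate number as a block. There lgl array 3 shares its number with no FRT82B array, so that it does not enter the contrast. limma called 0 probe sets when any 1 lgl array was left out, with 538 to 584 at an unadjusted p under 0.05 and the same fold cut-off. It called 71 without FRT82B array 1 (16 higher and 55 lower) and 1306 without FRT82B array 2 (789 higher and 517 lower), so that the balance of rises and falls turned with the control array left out. On every called probe set the lgl arrays lay on 1 side of the FRT82B arrays, as on 34.9% of all tested probe sets, where chance gives 20%. This dependence of the calls holds for each called gene named below. The log2 changes of these genes kept their sign whichever array was left out, from -2.43 to -2.31 for Ilp2 and from 2.10 to 3.13 for pros.

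The list of neural stem cell genes ranked higher in lgl tissue and that of neuronal genes lower. Both passed at camera's preset correlation but not at an estimated one, and most genes of either list were not called. Of 19 measured genes of neuroblast identity and asymmetric division, 5 rose and 14 were not called. The cell fate factor pros rose by 2.62 (SE 0.32, adjusted p = 0.0456), its adaptor mira by 2.54 (SE 0.26), and the transcription factors grh and cas by 1.88 (SE 0.13) and 1.82 (SE 0.13). The list's median change was 1.00 (camera adjusted p = 5.57e-08, and adjusted p = 0.272 with an estimated correlation), with 9 genes called when adjusted over the list alone. This list also differed between the FRT82B arrays, where array 2 was higher than array 1 by a median of 0.72, above 99.99% of random lists, and the lgl median was 1.11 against array 1 alone and 0.80 against array 2 alone. A further probe set of grh lay near background on all arrays. Of 23 genes of neuronal differentiation and synapses 3 fell, which were the vesicular monoamine transporter Vmat (-1.60, SE 0.11), the RNA-binding protein gene fne (-1.46, SE 0.12) and the dopa decarboxylase gene Ddc (-1.15, SE 0.09). Their median was -0.72 (adjusted p = 2.55e-07, and adjusted p = 0.262 with an estimated correlation), with 7 called lower when adjusted over the list alone. The correlation estimated for this list was -0.013, under the preset. The glia markers had a median of -0.25 and did not pass (adjusted p = 0.0881, and adjusted p = 0.295 with an estimated correlation), although they did with quantile normalisation again (0.0258), median centring (0.0422), fry (0.0382) and without FRT82B array 1 (0.00323). Gs2, a glutamine synthetase of glia, fell by 2.01 on the log2 scale (SE 0.24), and rumpel read 8.21 and 6.43 in FRT82B and 5.55 to 5.70 in lgl.

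Neuropeptides and peptide hormones had the smallest camera p of the 33 lists. Of 32 measured genes 9 fell and 0 rose, and 29 had a change below 0. Ilp5, Nplp4, Dh44 and Ilp2 (-2.37, SE 0.09, adjusted p = 0.0109) fell furthest among the called members. The median was -1.55 (adjusted p = 6.84e-12, and adjusted p = 0.262 with an estimated correlation), and 24 were called lower and 1 higher when adjusted over the list alone. The list also differed between the FRT82B arrays, where array 2 was lower than array 1 by a median of 0.59, below all of 10000 random lists of like expression, and the lgl median was -1.85 against array 1 alone and -1.24 against array 2 alone.

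The list for the synthesis of ecdysone, the moulting steroid, ranked lower, and passed at the preset correlation but not at an estimated one. Of 14 measured genes, 3 fell and 11 were not called. Besides spok, these were nvd (-2.45, SE 0.15, adjusted p = 0.0209), which acts at the first step from cholesterol, and sro (-1.54, SE 0.13). The list's median was -0.73 (adjusted p = 0.00184, and adjusted p = 0.262 with an estimated correlation), with 6 called lower when adjusted over the list alone. Without FRT82B array 2 the list did not pass (adjusted p = 0.151). Markers of the ring gland, the endocrine organ next to the brain that makes this hormone, ranked lower too. Their median was -1.64 over 10 genes (adjusted p = 0.000480, and adjusted p = 0.262 with an estimated correlation, and adjusted p = 0.120 without FRT82B array 2), and 7 of the 10 are also on the ecdysone synthesis list. Genes that respond to ecdysone had a median of -0.19 over 23 genes and did not pass (adjusted p = 0.280), although they did without FRT82B array 1 (adjusted p = 0.0270). Their median was -0.02 against FRT82B array 1 alone and -0.14 against array 2 alone, and array 2 was higher than array 1 by a median of 0.19, above 97.8% of random lists. Over all genes 0 were called, and 2 were called lower when adjusted over the list alone. ImpE2 read 5.52 and 7.15 in FRT82B and 2.98 to 3.59 in lgl, and MsrA 9.00 and 8.26 against 7.02 to 7.38. The juvenile hormone list had a median of 0.13, or 0.07 and 0.08 against FRT82B arrays 1 and 2 alone, and did not pass (adjusted p = 0.186, and adjusted p = 0.346 with an estimated correlation), although it did with fry (0.0406). Its tai read 3.52 and 4.55 against 4.71 to 5.14, and jhamt 5.12 and 3.42 against 2.85 to 3.90.

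**Figure D2:**
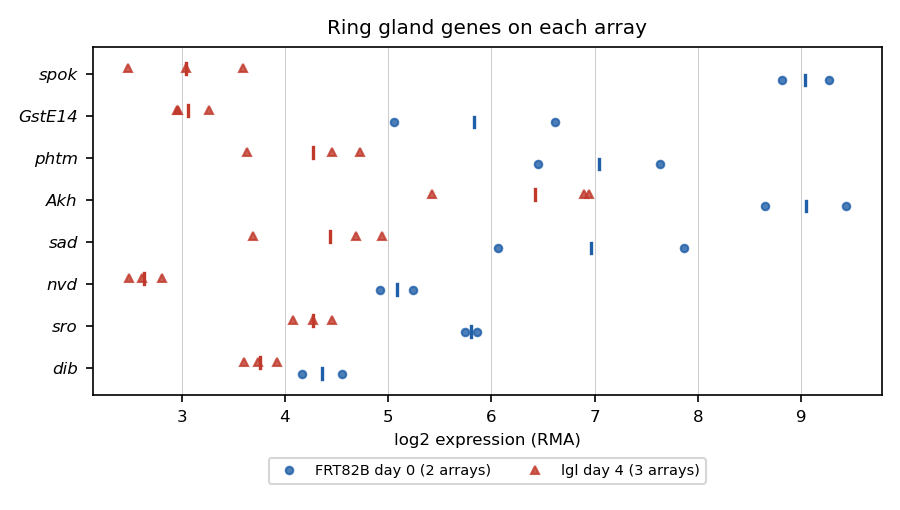
Log2 expression (RMA, horizontal axis) of 7 enzymes of the prothoracic gland and of Akh, a hormone gene of the corpora cardiaca, with FRT82B day 0 as blue circles (2 arrays), lgl day 4 as red triangles (3 arrays) and group means as vertical bars. Each gene is to be read against its own FRT82B arrays: the log2 change was -5.997 for spok and -2.62 for Akh.

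The lists of growth and invasion genes ranked higher. They passed at the preset correlation but not at an estimated one, and most of their genes were not called. Of 9 measured targets of the Hippo growth pathway and members of the Fat and Dachsous group, fj (2.44, SE 0.22) and the apical polarity determinant crb (1.21, SE 0.13, adjusted p = 0.0356) rose. Only 9 of the 18 fixed members of this list were measured, and Diap1, Myc, wg and E2f1 were among those left out. The median was 0.69 (adjusted p = 0.00214, and adjusted p = 0.346 with an estimated correlation), with 4 called when adjusted over the list alone. It was 1.14 against FRT82B array 1 alone and 0.25 against array 2 alone, with array 2 higher than array 1 by a median of 0.69. Of 17 targets of JNK signalling and invasion genes, 4 rose, which were the muscle and adhesion protein gene Zasp52 (2.24, SE 0.25), the growth factor Pvf2 (1.80, SE 0.12), the filamin cher (1.79, SE 0.15) and Timp, an inhibitor of matrix metalloproteinases (1.32, SE 0.15). The median was 0.64 (adjusted p = 0.000189, and adjusted p = 0.262 with an estimated correlation), 0.99 against FRT82B array 1 and 0.32 against array 2, with 6 called when adjusted over the list alone. Apico-basal polarity genes had a median of 0.24 over 22 genes (adjusted p = 0.0306, and adjusted p = 0.373 with an estimated correlation). It was 0.285 against FRT82B array 1 alone and 0.18 against array 2 alone. Array 2 was higher than array 1 by a median of 0.43, above 99.56% of random lists. On the polarity list crb was the 1 called gene, also when adjusted over the list alone, and baz read 4.16 and 5.62 against 6.32 to 6.83. That list did not pass without FRT82B array 1 (adjusted p = 0.476) or without lgl array 2 (adjusted p = 0.0582), nor with quantile normalisation again (0.0734), median centring (0.0559), brighter probe sets (0.138), the mean of a gene's probe sets (0.0658) or fry (0.175).

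Of 22 genes of the basement membrane and extracellular matrix, 3 rose and 1 fell. pot (2.89), the laminin chain LanA (1.07, SE 0.13) and the thrombospondin Tsp (1.05, SE 0.07) rose, and the syndecan Sdc fell by 1.30 on the log2 scale (SE 0.15). The median was 0.63 (adjusted p = 1.20e-06, and adjusted p = 0.272 with an estimated correlation), with 6 called higher and 1 lower when adjusted over the list alone. The other probe set of Tsp was not called (0.36). Haemocyte markers also ranked higher, and 4 measured genes are on both lists. Their median was 0.89 over 17 genes (adjusted p = 0.000185, and adjusted p = 0.346 with an estimated correlation). NimB2 rose by 1.21 (SE 0.08), 4 were called when adjusted over the list alone, and Ppn read 5.77 and 6.73 against 8.09 to 8.72. Trachea markers had a median of 0.72 over 12 genes (adjusted p = 0.000480, and adjusted p = 0.300 with an estimated correlation), with 0 called over all genes and 3 when adjusted over the list alone. serp read 4.33 and 6.35 against 8.04 to 8.17, and verm 5.02 and 7.23 against 8.63 to 8.96. Trachea markers also differed between the FRT82B arrays, with array 2 higher by a median of 0.53, and the lgl median was 1.07 against array 1 alone and 0.38 against array 2 alone. With fry neither the haemocyte (0.0798) nor the trachea markers (0.0568) passed. Muscle markers had a median of -0.38 over 16 genes (adjusted p = 0.00719, and adjusted p = 0.295 with an estimated correlation), although Zasp52, which is on this list too, rose. It was -0.68 against FRT82B array 1 alone and -0.13 against array 2 alone, array 2 was lower than array 1 by a median of 0.54, and the list did not pass with brighter probe sets (0.0699) or fry (0.0705). Mp20 read 7.61 and 6.30 against 5.24 to 5.55. 1 was called higher and 1 lower when adjusted over the list alone.

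Cell cycle and DNA replication genes ranked higher as a list by small steps, and passed at the preset correlation but not at an estimated one. Of 32 genes 27 had a change above 0, but limma called 0, over all genes and when adjusted over the list alone. The median was 0.48 (adjusted p = 5.57e-07, and adjusted p = 0.272 with an estimated correlation), 0.56 against FRT82B array 1 alone and 0.31 against array 2 alone. Incenp read 7.63 and 8.68 against 9.10 to 9.41, and Mcm3 7.44 and 8.98 against 9.12 to 9.31. Of 14 genes of the Enhancer of split group and its Notch-related neighbours, E(spl)m5-HLH fell by 2.17 on the log2 scale (SE 0.15, adjusted p = 0.0224), and E(spl)m4-BFM read 9.28 and 8.31 against 6.54 to 7.07. E(spl)malpha-BFM, named here after its values were seen, also passed the adjusted p at a change of -0.90, under the fold cut-off. The median was -0.78 (adjusted p = 0.00182, and adjusted p = 0.319 with an estimated correlation), with 4 called when adjusted over the list alone. It was -0.92 against FRT82B array 1 alone and -0.51 against array 2 alone. The median of array 2 minus array 1 was -0.42, and 1.62% of random lists lay lower. Photoreceptor and retinal genes did not pass (median -0.08 over 25 genes, adjusted p = 0.520). Their median was 0.07 against FRT82B array 1 alone and -0.13 against array 2 alone, and array 2 was higher than array 1 by a median of 0.22, above 99.72% of random lists. There the proneural gene ato (-1.47, SE 0.19, adjusted p = 0.0499) and the RNA-binding protein gene cpo (-1.04, SE 0.11) fell, over all genes and when adjusted over the list alone, while another probe set of cpo read 6.16 and 6.60 against 7.06 to 7.30. Neuroblast temporal factors had a median of 0.15 over 16 genes and did not pass (adjusted p = 0.164, and adjusted p = 0.346 with an estimated correlation), although they did with fry (0.0296). Their median was 0.22 against FRT82B array 1 alone and 0.01 against array 2 alone, and array 2 was higher than array 1 by a median of 0.34, above 99.62% of random lists. On this list grh and cas were called, also when adjusted over the list alone.

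Of 6 genes that the study's text names for these arrays, 5 had a probe set named here and all 5 rose. The other is ft, which the study reports as upregulated. No probe set was named for ft in the annotation used here, so that it is left out of this list and of the Hippo list. The 5 genes were pros, grh, cas, Tsp and the kinesin gene Klp98A (1.14, SE 0.09, adjusted p = 0.0232). Their median was 1.82 (adjusted p = 1.43e-07, and adjusted p = 0.262 with an estimated correlation), and all 5 were called when adjusted over the list alone. The study chose these genes on these samples, so that they are not independent evidence of a direction.

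**Figure D3:**
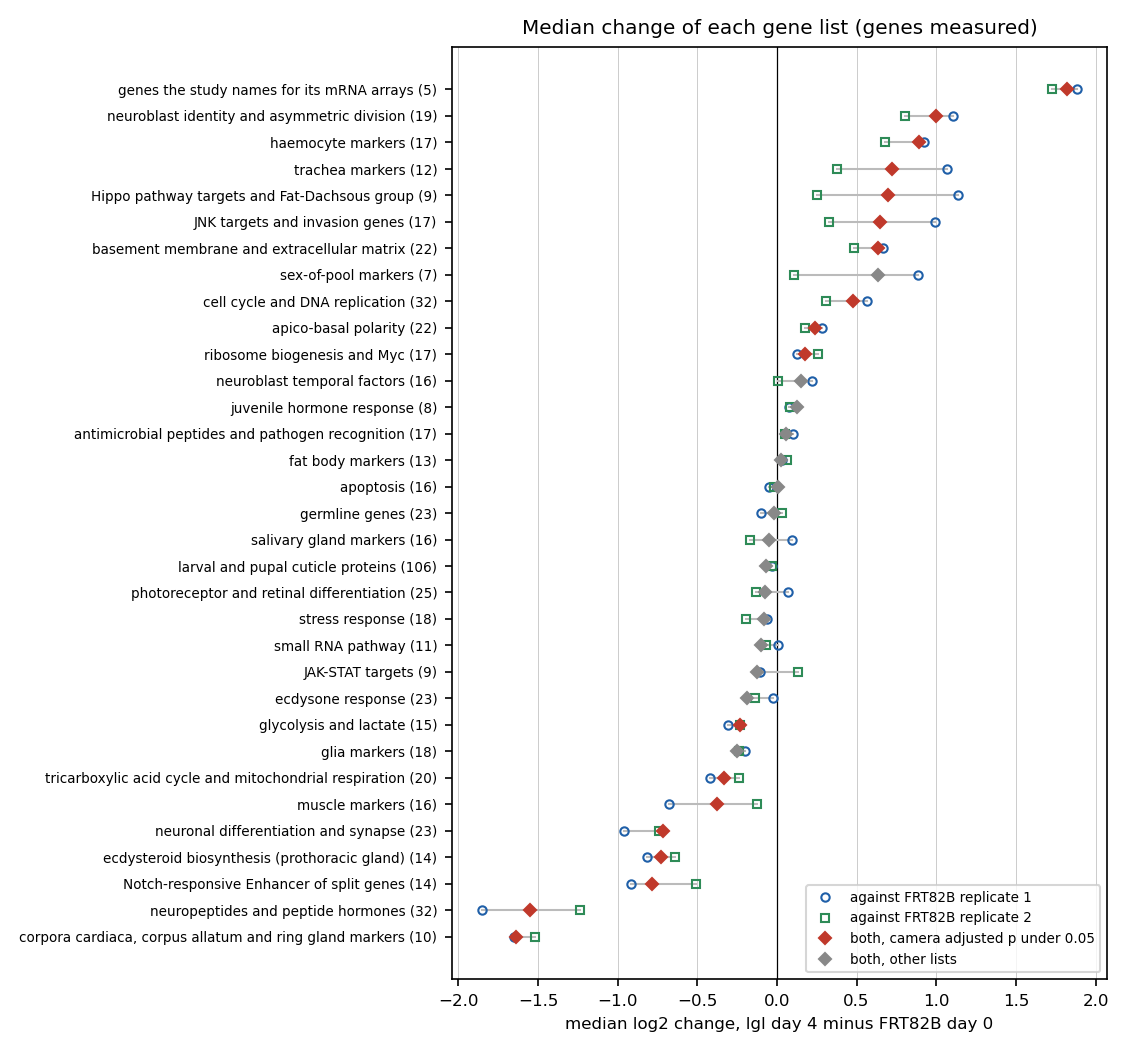
Median log2 change of each gene list, lgl day 4 minus FRT82B day 0, against both FRT82B arrays (diamonds, red where the camera adjusted p is under 0.05) and against FRT82B array 1 (blue circles) or array 2 (green squares) alone, with the number of genes measured in brackets. The neuropeptide list stands at -1.55, -1.85 and -1.24, and the neuroblast list at 1.00, 1.11 and 0.80.

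In total camera called 18 of 33 lists, 10 higher and 8 lower. With an estimated correlation 0 lists passed, at a smallest adjusted p of 0.262, while 6 had an unadjusted p under 0.05, and fry called 17. The estimate was under the preset 0.01 for some lists, such as neuronal genes (-0.013), glycolysis (-0.067) and the tricarboxylic acid cycle (0.0028). It was higher for others, such as neuroblast genes (0.355) and neuropeptides (0.214). Failure in that setting therefore does not by itself show that correlated genes made a list pass. Between 13 and 18 lists passed when 1 array was left out.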

Values the study reported

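The study reported 169 mRNAs as dysregulated in lgl tissue, at an adjusted P value under 0.05 and a logFC of at least 1. It matched these to a core set of 10 miRNAs, and retained 38 mRNAs whose change was opposite to that of a miRNA predicted to target them. Of these, 28 were upregulated and 10 were downregulated.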

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

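The array carries control probe sets that were left out of the tests of probe sets and gene lists. On lgl array 3 the probe set for the 3′ part of 18S rRNA read 8.36, above both FRT82B arrays (6.15 and 6.63) and above lgl arrays 1 and 2 (6.51 and 6.07), a signal outside the main measurement. The difference between the 3′ and 5′ probe sets of this RNA was 2.79 on this array, against 2.61 and 2.65 in FRT82B and 2.53 and 2.09 on the other lgl arrays. Over the groups this difference separated FRT82B from lgl for actin (0.71 and 0.73 against 0.35 to 0.58) and eIF-4a (1.68 and 2.01 against 1.41 to 1.66), and did not for 18S rRNA or for GAPDH (1.21 and 1.37 against 1.18 to 1.36). With 2 and 3 arrays, 2 of the 10 ways to order the groups separate them by chance. No explanation was tested.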

How the results depend on the processing

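All alternatives were planned before the data were examined. The count of called probe sets (197, of which 102 higher and 95 lower) was 395 (211 higher and 184 lower) with brighter probe sets only, where fewer are tested. It was 276 (136 and 140) with quantile normalisation again and 260 (148 and 112) with median centring. It was 219 (114 and 105) with an intensity trend and a robust prior. With 1 probe set per gene it was 207 (117 and 90), of which 161 were among the 197. It was 305 (159 and 146) with no fold cut-off and 3 (2 and 1) with treat against a log2 change of 1. It was 12 (9 and 3) with array weights, which weighted the FRT82B arrays at 0.31 each and the lgl arrays at 1.33 to 2.97. There 6 of the 20 genes with the largest changes among called probe sets with 1 symbol were still called. Leaving out each array gave 0 to 1306 probe sets (0 to 789 higher, 0 to 517 lower) and 0 to 20 of those genes, and 35 of the 71 probe sets called without FRT82B array 1 were among the 197. In the simulation with 1 lgl array left out calls were made, but it planted 50 changes at each size with independent noise. It therefore cannot tell whether the number of arrays alone accounts for the count of 0. In the data the smallest limma adjusted p was then 0.0535 to 0.135. With 1 FRT82B array left out of the simulation false calls were many. For l(2)gl the log2 change lay between -5.38 and -4.38. The replicate numbers are not said to pair the arrays and only numbers 1 and 2 occur in both groups, where the deviations of same-numbered arrays correlated at 0.03 and 0.07 across probe sets. With the replicate number as a block limma called 0 probe sets (0 higher, 0 lower) and 0 of the 20 genes, with 616 probe sets at an unadjusted p under 0.05 and the fold cut-off. l(2)gl stood at -4.82 (adjusted p = 0.308). The block takes lgl array 3 out of the contrast and leaves fewer residual degrees of freedom to estimate the spread. The small RNA list turned up there (adjusted p = 0.894).

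With an estimated correlation 0 lists passed. The adjusted p was then 0.262 for the ecdysteroid, JNK, neuronal and neuropeptide lists, 0.272 for the cell cycle and neuroblast lists, 0.319 for Enhancer of split and 0.346 for Hippo. Leaving out each array gave 13 to 18 lists, with camera adjusted p from 1.10e-07 to 0.000227 for cell cycle, 0.0270 to 0.978 for ecdysone response, 0.000882 to 0.151 for ecdysteroid synthesis, 0.00129 to 0.0127 for Hippo, 0.000102 to 0.0187 for JNK, 5.17e-08 to 0.000468 for neuroblast, 1.33e-07 to 0.00388 for neuronal, 1.68e-12 to 5.82e-07 for neuropeptides, 0.00100 to 0.0227 for Enhancer of split and 0.0854 to 0.745 for photoreceptor genes. Directions that turned belonged to lists that did not pass either way. These were apoptosis with quantile normalisation (0.742), brighter probe sets (0.884), fry (0.859), without lgl array 2 (0.895) and without probe sets ending in _s_at or _x_at (0.856), cuticle with quantile normalisation (0.864) and brighter probe sets (0.282), antimicrobial peptides with brighter probe sets (0.757), and germline, JAK-STAT, salivary gland, small RNA and photoreceptor lists without FRT82B array 2, and salivary gland without lgl array 2 (0.699). Over the arrays left out the adjusted p ranged from 0.0543 to 0.844 for germline (0.349 without FRT82B array 2), 0.305 to 0.992 for JAK-STAT, 0.0522 to 0.962 for salivary gland (0.407 without FRT82B array 2) and 0.276 to 0.992 for small RNA. The log2 change of jhamt ranged from -1.68 to 0.0145, and it turned without FRT82B array 1. Except where the construction is named, the cause was not tested.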

Other observations

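The tests on ring gland tissue, on the difference between the FRT82B arrays and on the share of neurons were chosen only after the results were seen. Lists of energy metabolism ranked lower in lgl tissue by small steps, and passed at camera's preset correlation but not at an estimated one. The list of the tricarboxylic acid cycle and mitochondrial respiration had a median of -0.33 over 20 genes (camera adjusted p = 0.00265, and adjusted p = 0.262 with an estimated correlation), and limma called 0 of its genes, over all genes and when adjusted over the list alone. Idh3a read 10.93 and 10.92 in FRT82B and 10.20 to 10.44 in lgl, and COX5B 11.42 and 10.82 against 10.41 to 10.71. Without FRT82B array 2 this list did not pass (adjusted p = 0.203). Glycolysis had a median of -0.23 over 15 genes (adjusted p = 0.0430, and adjusted p = 0.272 with an estimated correlation), and it did not pass without FRT82B array 1 (0.0854), FRT82B array 2 (0.254) or lgl array 2 (0.0683), nor with quantile normalisation again (0.0771), brighter probe sets (0.0602), an intensity trend with a robust prior (0.0788), array weights (0.0627), the replicate block (0.0815), the mean of a gene's probe sets (0.0617) or without probe sets ending in _s_at or _x_at (0.175). Hex-A read 8.05 and 7.77 against 6.73 to 7.01, and sima 5.61 and 6.29 against 6.53 to 6.80. Ribosome biogenesis had a median of 0.18 over 17 genes (adjusted p = 0.0400, and adjusted p = 0.272 with an estimated correlation), with the nucleolar GTPase gene Non1 called (1.16, SE 0.13) and Fib at 7.66 and 8.94 against 9.27 to 9.44. It did not pass without FRT82B array 2 (0.361) or lgl array 2 (0.0708), nor with quantile normalisation again (0.0658), median centring (0.0803), brighter probe sets (0.183), array weights (0.0518) or the mean of a gene's probe sets (0.0768).

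Several lists that did not pass held called genes. Strica, a caspase gene, rose by 1.44 (SE 0.13) and Drep1 fell by 1.34 on the log2 scale (SE 0.12), while the apoptosis list did not pass (adjusted p = 0.869, with a median of 0.01 and a mean of -0.03). The metallothionein gene MtnA fell by 1.76 on the log2 scale (SE 0.17) and the co-chaperone gene stv rose by 1.70 (SE 0.13), with the stress list at an adjusted p of 0.606. vir-1 rose by 1.24 (SE 0.12) and zfh1 read 4.74 and 6.19 against 4.32 to 4.52, with the JAK-STAT list at 0.520, a median of -0.12 and a mean of 0.05. Cpr64Aa and its neighbour in name Cpr64Ac (2.04, SE 0.15) rose among 106 cuticle protein genes, whose median of -0.07 and mean of 0.11 differ in sign and which did not pass (adjusted p = 0.606). Tsf1, a transferrin, rose by 1.71 (SE 0.11), with fat body markers at an adjusted p of 0.551. The fat body protein gene Lsp2 read 6.78 and 7.69 against 11.83, 8.86 and 10.97, and the antifungal peptide gene Drs 4.29 and 4.49 against 8.68, 5.69 and 8.93, where lgl array 2 was lowest for both. PGRP-SB1 read 4.77 and 4.60 against 4.94, 4.73 and 7.01, and the list of antimicrobial peptides did not pass (0.668). Only 17 of its 29 members were measured. Its member PGRP-SA, which the study's table lists as raised, had no probe set named here and is left out. msl-3 rose by 1.59 (SE 0.15) and Sxl read 8.10 and 8.19 against 6.79 to 7.499, with the sex markers at 0.126. Salivary gland markers (0.753, with ng3 at 3.59 and 6.001 against 5.56 to 8.75 and Sgs7 at 5.22 and 7.57 against 4.62 to 5.61), germline genes (0.709, with cuff at 6.26 and 5.27 against 4.88 to 5.21 and krimp at 4.16 and 3.45 against 3.17 to 3.45, and a median of -0.02 where camera ranked the list higher) and the small RNA pathway (0.709, with Dcr-2 at 8.84 and 8.38 against 8.11 to 8.22 and Ranbp21 at 7.65 and 8.40 against 8.30 to 8.63) did not pass. The calls of these genes depend on every lgl array, as limma called 0 probe sets without any 1 of them. They also depend on which FRT82B array is kept. The log2 changes kept their sign whichever array was left out, as for Strica (1.33 to 1.52) and MtnA (-1.92 to -1.59).

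Transcripts of 7 prothoracic gland enzymes all had a change below 0, and less ring gland tissue per lgl sample, by dissection or by dilution in overgrown tissue, is a candidate explanation. It predicts that other ring gland genes fall alike. The median log2 change of 7 gland enzymes was -2.52, against -2.62 (SE 0.58) for Akh, a hormone gene of another part of the ring gland, so that for the median of the enzymes this explanation may hold. Single genes were spread: dib changed by -0.61 (SE 0.16), sro by -1.54 (SE 0.13), and jhamt, another ring gland marker, by -0.83 (SE 0.61) with overlapping groups. Genes near background, such as dib (4.56 at most on any array), can only show part of a fall, so that these values neither exclude the explanation nor show an equal fall. A uniform loss as the whole cause of the fall of spok is argued against, as far as both probe sets respond alike to a change, since the change of spok minus that of Akh was -3.37 (SE 0.68). A lower expression of spok per gland, a loss of the prothoracic part alone and the age of the larvae stay open.

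The FRT82B arrays differ from each other. lgl RNA mixed into FRT82B array 2 would need 1 share for all transcripts. Rises of at least 2 on the log2 scale between FRT82B array 1 and lgl needed a median share of 13.3% (110 probe sets, quartiles 5.85% and 33.3%). Falls needed 69.0% (104 probe sets, quartiles 47.8% and 85.0%). This cannot decide on mixing, since array 1 served both to choose the probe sets and to compute the shares. RMA also compresses rises that start near background. Noise of single probe sets is argued against, since 12 of 33 gene lists lay outside the middle 95% of random lists of like expression, where chance gives 1.65. Tissue of another kind carried along in FRT82B array 2 stays open. There 2 lists of cell type markers were high, salivary gland (median 0.71) and trachea (0.53), but 10 other lists lay outside as well. Among these were neuroblast genes (0.72), neuropeptides (-0.59) and the cell type list of muscle (-0.54), which was higher on array 1. Tissue carried along thus cannot be told apart from a difference in larval stage, which was not tested. Tissue carried along in array 1 was not tested either. The genes furthest apart, chosen after their values were seen, were Obp56d (3.44 on array 1 and 12.04 on array 2) and CG42834 (2.90 and 10.50), both low on all lgl arrays (5.86 at most).

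The neuropeptide list had a deeper mean change than the neuronal list. A lower share of neurons in lgl tissue, as the whole cause, would move both alike. The mean change was -1.46 over 32 neuropeptide genes and -0.74 over 23 neuronal genes, a difference of -0.72 (two-sided permutation test over genes, which are not independent replicates, with 100000 permutations, p = 0.00897). That gap rested on FRT82B array 1: with the same permutation test over the 32 and 23 genes it was -1.004 against array 1 alone (p = 0.00232) and -0.43 against array 2 alone (p = 0.114), so that a lower share of neurons, as the whole cause or a part, stays open. High values on FRT82B array 1 alone are argued against at the preset correlation, since without that array the list stayed lower (camera adjusted p = 3.35e-07, range over the arrays left out 1.68e-12 to 5.82e-07) and 28 of 32 genes were below FRT82B array 2 (median -1.24). With an estimated correlation the list did not pass with all arrays (0.262) or without that array (0.441). A loss of peptidergic neurons, a lower expression in them and the age of the larvae stay open and were not tested.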
